# A Cross-Tissue Investigation of Molecular Targets and Physiological Functions of Nsun6 Using Knockout Mice

**DOI:** 10.3390/ijms23126584

**Published:** 2022-06-13

**Authors:** Wen Wang, Hengjun Huang, Hao Jiang, Chi Tian, Yisen Tang, Diwen Gan, Xiaozhen Wen, Zhenyu Song, Yuhao He, Xijun Ou, Liang Fang

**Keywords:** Nsun6, 5-methylcytosine, knockout mouse, phenotype

## Abstract

The 5-methylcytosine (m5C) modification on an mRNA molecule is deposited by Nsun2 and its paralog Nsun6. While the physiological functions of Nsun2 have been carefully studied using gene knockout (KO) mice, the physiological functions of Nsun6 remain elusive. In this study, we generated an Nsun6-KO mouse strain, which exhibited no apparent phenotype in both the development and adult stages as compared to wild-type mice. Taking advantage of this mouse strain, we identified 80 high-confident Nsun6-dependent m5C sites by mRNA bisulfite sequencing in five different tissues and systematically analyzed the transcriptomic phenotypes of Nsun6-KO tissues by mRNA sequencing. Our data indicated that Nsun6 is not required for the homeostasis of these organs under laboratory housing conditions, but its loss may affect immune response in the spleen and oxidoreductive reaction in the liver under certain conditions. Additionally, we further investigated T-cell-dependent B cell activation in KO mice and found that Nsun6 is not essential for the germinal center B cell formation but is associated with the formation of antibody-secreting plasma cells. Finally, we found that Nsun6-mediated m5C modification does not have any evident influence on the stability of Nsun6 target mRNAs, suggesting that Nsun6-KO-induced phenotypes may be associated with other functions of the m5C modification or Nsun6 protein.

## 1. Introduction

RNA modification plays a critical role in RNA metabolism and is conserved from prokaryotes to eukaryotes [1]. 5-methylcytosine (m5C) is one of the prevalent RNA modifications widely existing in different RNA species (rRNA, tRNA, and mRNA) [2]. Similar to N6-methyladenosine (m6A), the m5C modification is dynamic and reversible. It is catalyzed by the NSUN family (NSUN1-7) [3,4,5,6] and DNMT2 [7], demethylated by the TET family [8] and ALKBH1 [9], and recognized by reader proteins ALYREF [10] and YBX1 [11].

Among these m5C regulators, NSUN2 is the most widely studied due to its broad target spectrum and critical biological functions. It methylates positions C34, 48, 49, and 50 of tRNAs [12] and a large number of mRNA sites [13]. NSUN2 improves tRNA stability by preventing its cleavage by Angiogenin under stress conditions [12,14]. It also facilitates the nuclear export and improves the stability of mRNA through reader proteins ALYREF and YBX1, respectively [10,11]. The knockout (KO) of Nsun2 causes weight loss, partial alopecia, and meiosis abnormality in male mice [15,16].

NSUN6 has been known to mediate the m5C modification on position C72 of tRNA^Cys^ and tRNA^Thr^ since 2015 [17,18,19]. Until recently, we and other groups have reported that NSUN6 is responsible for many mRNA m5C sites in different human cell lines that had not been modified by NSUN2 [20,21,22], indicating that the previously reported functions of the m5C modification on mRNA may be partially explained by NSUN6. The pathological functions of NSUN6 have been reported in the context of human cancer: the overexpression of NSUN6 repressed the proliferation of liver cancer cells [23], and the knockdown of NSUN6 repressed the migration of breast cancer cells [24]. However, the physiological functions of Nsun6 have not been systematically studied using mouse genetics.

Here, we constructed an Nsun6-KO mouse strain, which exhibited no apparent phenotypes in both the development and adult stages as compared to wild-type mice. Through mRNA bisulfite sequencing (BS-seq) in wild-type (WT) as well as KO mice, we identified 609 m5C sites in five different tissues, 80 of which were Nsun6-dependent. The molecular influence of Nsun6 KO was analyzed by mRNA sequencing (RNA-seq) in these tissues, which demonstrated that Nsun6 is not required for organ homeostasis under laboratory housing conditions, but its loss may affect immune response in the spleen and oxidoreductive reaction in the liver under certain conditions. Additionally, we further investigated T-cell-dependent B cell activation in KO mice and found that Nsun6 is not essential for the germinal center (GC) B cell formation but is associated with the formation of antibody-secreting plasma cells. Furthermore, our data demonstrated that the Nsun6-mediated m5C modification did not have any evident influence on the stability of Nsun6 target mRNAs, suggesting that the Nsun6-KO-induced molecular phenotypes may be associated with other functions of the m5C modification or Nsun6 protein.

## 2. Results

### 2.1. Nsun6 Gene Is Not Essential for the Development and Breeding of Mice

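Nsun6 (ENSMUSG00000026707) lies on chromosome 2 of GRCm38, from 14995131 to 15055069, on the minus strand. In the GENCODE annotation of this build, its transcript with 11 exons has exon 3 from 15042227 to 15042306, a length of 80 bp, and exon 4 from 15039733 to 15039842, a length of 110 bp. All 190 bp of these exons are coding sequence. Divided by the 3 bases of a codon, this length leaves a remainder of 1. The 2 exons make up 3.8% of the 5006 exon bases of the gene.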

To generate the Nsun6-KO mouse strain, we used the CRISPR/Cas9 system to delete the exon 3 and 4 of Nsun6 with two single-guide RNAs (sgRNAs) targeting intron 2 and 4, respectively (Figure 1A). The expected genotype was determined by PCR (Figure 1B), while the protein-level depletion was confirmed by Western blot (Figure S1). Previous studies reported that Nsun2-KO male mice showed phenotypes, including weight loss, partial alopecia, and meiosis abnormality [15,16]. Given that Nsun6 is also responsible for the m5C modification of many mRNAs, we speculate that Nsun6 KO may also cause certain phenotypes under physiological conditions. Surprisingly, Nsun6-KO mice developed normally and showed normal appearance and weight in adults as compared with wild-type (WT) mice (*n* = 10, *p*-value > 0.5) (Figure 1C,D). Both female and male Nsun6-KO mice were also fertile and gave birth to healthy Nsun6-KO offspring. In summary, even though Nsun6 has similar molecular functions as Nsun2, the physiological consequence of Nsun6 KO is quite different, indicating that the m5C modification mediated by Nsun6 may have very different molecular functions.

### 2.2. Identification of High-Confident Nsun6-Dependent m5C Sites across Tissues

Previous studies demonstrated that the m5C modification is associated with mRNA metabolism, including nuclear export, degradation, and translation. To investigate the potential molecular functions of Nsun6, we first sought to identify Nsun6-mediated m5C modification on the mRNA. Although some studies have reported the m5C methylome of mouse tissues [10,25], the question as to which of these sites had been edited by Nsun6 remains unclear. Therefore, we performed BS-seq for five different tissues (small intestine, liver, spleen, kidney, and heart) of WT as well as Nsun6-KO mice, respectively (Figure 2A). After initial processing, 30–58 million read pairs were obtained from BS-seq for each sample (Table S1), and the bisulfate conversion rate in all samples was above 98% (Table S2).

Several methods have been developed to identify m5C sites from BS-seq data. Here, we chose the pipeline developed by Huang et al. [25] due to its low false-positive detection rate, and m5C sites with a methylation level >0.05 in WT samples and =0 in KO samples were defined as high-confident Nsun6-dependent m5C sites (Figure S2A). In total, we identified 119, 97, 113, 170, and 409 m5C sites in the small intestine, liver, spleen, kidney, and heart samples, of which 18, 14, 7, 16, and 39 were Nsun6-dependent, respectively (Figure 2B and Table S3). Unexpectedly, the proportion of the Nsun6-dependent m5C sites in mouse tissues is much lower than that in the human cell line [20]. Then, we took the union of all m5C sites detected in the five tissues, which included a total of 639 m5C sites and 80 Nsun6-dependent ones, in order to analyze the features of Nsun6-dependent m5C sites. Compared to all m5C sites, which were enriched near the start and stop codon, Nsun6-dependent m5C sites were only enriched near the stop codon (Figure 2C), which agrees with what has been observed in human cell lines [22]. Subsequently, the motif analysis was performed with Nsun6-dependent m5C sites to illustrate the sequence preference of Nsun6 in mice. As shown in Figure S2B, Nsun6 had a sequence preference of “m5CTCCA”, which is consistent with our previously reported NSUN6-dependent m5C motif in the human cell line [20], suggesting the conversed target motif of Nsun6. However, these m5C sites are not conserved at the gene level. For instance, although the genes FURIN and NECTIN2 are highly modified m5Cs in human cell lines (Fang et al., 2020), their orthologous genes Furin and Nectin2 were not methylated in mouse tissue, where their expression could be detected (Figure S2C). Vice versa, the Igfbp6 gene was highly methylated in mouse small intestine and heart, but its ortholog IGFBP6 was not methylated in human cells [20]. These results indicate that the m5C sites in mice and humans were conserved in their local sequences but not in the genes.

To further explore the features of Nsun6-dependent m5C sites, we plotted the modification rate of Nsun6-dependent m5C sites across tissues (Figure 2D). As shown, most genes showed tissue-specific modification due to two major reasons: the tissue-specific expression of the gene and tissue-specific targeting by Nsun6. For example, the site in Igfbp6, which was highly methylated in the small intestine and heart, belongs to the first category; the site in the gene Vwa8, which was methylated in the liver but not in the small intestine and kidney, belongs to the second category. The presence of genes such as Vwa8 suggests that Nsun6-mediated m5C modifications are under fine regulation.

Interestingly, compared to other tissues, the heart had relatively more m5C sites. To check if this is due to the higher protein level of Nsun6 in the heart, Western blot was performed, which revealed that the Nsun6 protein level in the heart was relatively low (Figure S2D). To further investigate the potential functions of Nsun6 target genes in the heart, Gene Ontology (GO) analysis was performed. While all genes with m5C sites were found to be enriched for molecules involved in “organelle inner member” (Figure S2E), genes with Nsun6-dependent sites were specifically enriched for molecules associated with “anchoring junction” and “focal adhesion” (Figure 2E), suggesting that Nsun6 may be involved in the regulation of cell–matrix interactions in the heart.

### 2.3. Nsun6 Deficiency Induces Limited Transcriptome Changes across Tissues

Given that Nsun6-KO mice did not show abnormal appearance, we investigated if Nsun6 KO could induce any molecular phenotype in the mouse. 

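For the comparison of transcriptomes, RNA from the small intestine, liver, spleen, kidney, and heart of WT and KO mice was sequenced as read pairs, with 2 WT and 2 KO libraries in each tissue and 20 libraries in all. The methods give an age of 8 weeks for the mice. The authors trimmed the reads with cutadapt, mapped them with hisat2, counted them with featureCounts on the exons of each Ensembl gene, and deposited the counts of 55401 genes without normalization. In the small intestine the total counts were 32121286 and 28391003 for WT replicates 1 and 2, and 27240407 and 26414043 for KO replicates 1 and 2. The liver libraries had 32890390 and 31182605 counts in WT and 32381398 and 44508197 in KO. Those of the spleen had 34687048 and 25021003 counts in WT and 30041724 and 28636897 in KO. In the kidney the totals were 25988075 and 25327492 in WT and 25220170 and 24772312 in KO. Heart replicate 2 was sequenced more deeply than replicate 1 in both genotypes, with 17959542 and 36090637 counts in WT and 15897446 and 41763236 in KO. These totals count reads on genes, whereas the paper states cleaned reads, from 18 M to 35 M per sample.
The command stored with the counts holds neither the strand option nor the options for read pairs that the methods give. Among genes with 10 to 50 counts, between 54.9% and 59.8% of the counts in each library were even numbers, so that counts on one gene are not independent reads. Genes that overlap on either strand could have their reads left out or shared. From the counts as deposited, each tissue was fitted on its own with edgeR's quasi-likelihood test after TMM normalization, on the genes that edgeR's filterByExpr function kept. These were 17680 genes in the small intestine, 15729 in the liver, 18834 in the spleen, 17550 in the kidney, and 16632 in the heart. The biological coefficient of variation between replicates was 0.602, 0.238, 0.31, 0.457, and 0.322 in these tissues, in the same order. In the spleen, transcripts of the liver were present in the WT replicate 2 library. Over 214 genes that were high in the liver and near 0 in the spleen WT replicate 1 library, they stood at a median of 2.81% of their liver level.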

The same five tissues were chosen to perform RNA-seq with two biological replicates of the WT and KO samples. Among these samples, 18–35 million cleaned reads were obtained and then mapped to a mouse reference genome (mm10) with a mapping rate of about 95%. 

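Nsun6 itself was counted in every library. In CPM, the counts scaled to library size after TMM normalization, it stood at 7.88 ± 2.53 (SD, n = 2) in WT and 7.11 ± 2.85 in KO small intestine. In the liver the values were 3.93 ± 1.06 in WT and 2.80 ± 0.177 in KO, and in the spleen 7.68 ± 1.54 in WT and 8.13 ± 3.03 in KO. The kidney had 6.44 ± 0.167 in WT and 4.04 ± 0.473 in KO, and the heart 6.45 ± 0.251 in WT and 5.34 ± 0.326 in KO. The log2 fold changes were -0.15 (standard error 0.52) in the small intestine, -0.49 (standard error 0.34) in the liver, 0.08 (standard error 0.34) in the spleen, -0.67 (standard error 0.43) in the kidney, and -0.27 (standard error 0.33) in the heart. No tissue had an adjusted p under 0.1 for this gene in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the lowest was 0.999 in the liver. Both KO libraries lay below both WT libraries in the liver, kidney, and heart. With 2 libraries against 2, 33.3% of genes would have groups that do not overlap by chance. With 1 library left out, the value changed sign in the small intestine and the spleen, and it stayed negative in the liver, kidney, and heart. Without WT replicate 1 it was 0.22 in the small intestine and -0.19 in the liver, without KO replicate 2 it was -0.35 in the spleen, and without KO replicate 1 it was -0.63 in the small intestine and 0.39 in the spleen. Between libraries of the same number, KO was lower in the small intestine in both pairs, at 9.13 against 9.67 in replicate 1 and 5.09 against 6.09 in replicate 2. Since the deleted exons hold only a small part of the counted bases, the count of the whole gene need not fall in KO and does not check the genotype of a library.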

Finally, gene expression levels were determined by counting each gene coverage with ENSEMBL GRCm38 annotation for further analysis. 

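Distances between the libraries were measured as 1 minus Pearson's r of log2 CPM over 23159 genes, with a prior count of 2. The nearest neighbour of each of the 20 libraries came from the same tissue. Within a tissue, r was between 0.92 and 0.982, and between tissues it was between 0.697 and 0.799. Genotype did not order the libraries within a tissue, since for only 4 of the 20 the nearest library had the same genotype. In the small intestine r was 0.929 between the WT replicates and 0.925 between the KO replicates, below the highest r of 0.969 between a WT and a KO library. With the 500 genes of largest variance, the alternative that moved this result most, the nearest library came from the same tissue for 19 of 20.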

The *t*-SNE analysis revealed that the samples are well-clustered according to the tissue origin (Figure 3A).

The DESeq was utilized to identify the differentially expressed genes (DEGs) between WT and KO tissues within each tissue group (FDR < 0.1, |FoldChange| > 2). There were 27, 33, 200, 0, and 0 upregulated genes, and 13, 20, 8, 0, and 10 downregulated genes in the small intestine, liver, spleen, kidney, and heart of KO mice, respectively (Figure 3B and Figure S3A), which suggests that the effect of Nsun6 KO in the spleen is relatively stronger than in other tissues. 

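With edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted p under 0.1 and a fold change over 2), 8 genes were upregulated and 0 downregulated in the KO liver, and 41 were upregulated and 1 was downregulated in the KO spleen. In the small intestine, kidney, and heart 0 genes passed in either direction. At an unadjusted p under 0.05, 313 genes were higher and 109 lower in the KO small intestine, 71 higher and 41 lower in the kidney, and 31 higher and 86 lower in the heart. For the liver these counts were 431 and 308, and for the spleen 813 and 156. In both directions together, 422 genes in the small intestine, 739 in the liver, 969 in the spleen, 112 in the kidney, and 117 in the heart had such a p, where 5% of the genes tested are 884, 786, 942, 878, and 832. The smallest adjusted p was 0.00107 in the liver and 0.0656 in the spleen, so that the spleen had 0 DEGs at an adjusted p under 0.05. With no filter on low counts, edgeR called 68 and 54 genes in the liver, 260 and 53 in the spleen, and 1 and 12 in the heart. With the replicate number as a block, it called 16 and 4 in the liver, 42 and 1 in the spleen, and 0 and 6 in the heart. The small intestine and the kidney stayed at 0 and 0 with the block. DESeq2's Wald test, which the methods of the paper name, gave 36 upregulated and 15 downregulated genes in the small intestine, 33 and 20 in the liver, 201 and 8 in the spleen, 0 and 0 in the kidney, and 0 and 3 in the heart. Its calls included all 8 of the liver and all 41 upregulated genes and the 1 downregulated gene of the spleen from edgeR's test.
What the design can detect differs between tissues. Counts were simulated with one spread for all genes of a tissue and no difference between replicate numbers. The liver alone had 200 further genes raised 4-fold, so its share is not like for like with those of the other tissues. On simulated counts with the spread of each tissue and 4-fold changes, edgeR's test recovered 2 of 191 changed genes in the small intestine with 0 false calls, 358 of 370 in the liver with 35, 148 of 189 in the spleen with 11, 35 of 182 in the kidney with 2, and 116 of 181 in the heart with 3. Genes of the proximal intestine were higher in replicate 2 than in replicate 1 of the small intestine by a median log2 ratio of 6.02, which adds to the spread between its replicates. From the larger number of DEGs in the spleen, the paper proposes a stronger effect of the knockout there than in the other tissues.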

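Isg15 (ENSMUSG00000035692; chromosome 4, 156199455 to 156200796) had 18.1 ± 0.264 CPM (SD, n = 2) in WT liver and 39.1 ± 0.0271 in KO liver, a log2 fold change of 1.11 with an adjusted p of 0.223 from edgeR's test. In the spleen it had 73.8 ± 5.15 in WT and 178 ± 6.88 in KO, a log2 fold change of 1.27 (standard error 0.15, adjusted p = 0.0711 from edgeR's test). In the KO small intestine the same gene was lower, with a log2 fold change of -1.11 (standard error 0.57), and not past the threshold. E2f8 (ENSMUSG00000046179; chromosome 7, 48866429 to 48881596) had a log2 fold change of 1.39 in both the liver (standard error 0.30, adjusted p = 0.687 from edgeR's test) and the spleen (standard error 0.28, adjusted p = 0.186). It shares exon bases with the gene Gm2788. The mice were female, and Gm47283 (ENSMUSG00000096768) is listed on chromosome Y from 90784738 to 90816465. It belongs to the list of genes of the pseudoautosomal region, which the X and Y chromosomes share. On the log2 scale it fell by 1.38 in the liver (standard error 0.29) and by 1.02 in the spleen (standard error 0.41). Its adjusted p was 0.648 and 1 from edgeR's test. The 2 WT spleen libraries had 63.7 and 144 CPM of this gene, and without WT replicate 2 the fold change in the spleen was -0.31. Each of 4 other genes of this chromosome had at most 3 counts in any library.
With DESeq2's adjusted p, Isg15 passed in the liver (0.00407) and the spleen (5.34e-09), E2f8 in the liver (0.0802) and the spleen (0.000634), and Gm47283 in the liver (0.0172) and the spleen (0.0921). Under DESeq2, 2 genes were thus upregulated and 1 was downregulated in both tissues. Under edgeR's test 0 genes were called in the same direction in 2 or more tissues.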

The Venn diagram of the DEGs among different tissue suggests that most DEGs are tissue-specific: only two genes, Isg15 and E2f8, are upregulated in both the liver and spleen, and only one gene, Gm47283, is downregulated in both the liver and spleen (Figure 3C).

To study the potential biological functions of Nsun6 in mice, tissues (liver and spleen) with relatively more DEGs were chosen for gene functional enrichment analysis. In the liver, the GO enrichment analysis showed that upregulated genes were enriched in “oxidoreductase activity”, while downregulated genes were enriched in the “fatty acid metabolic process” (Figure S3B). 

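Of the 8 DEGs of the liver, the 5 with the smallest p were A1bg, Sult3a2, Sult3a1, Acnat2, and Csad. A1bg (ENSMUSG00000022347) rose from 15.4 ± 2.39 CPM (SD, n = 2) in WT to 200 ± 7.3 in KO, a log2 fold change of 3.70 (standard error 0.22, adjusted p = 0.00107 from edgeR's test). Sult3a2 (ENSMUSG00000090298) rose by 4.40 on the log2 scale (standard error 0.35, adjusted p = 0.00639) and its paralog Sult3a1 (ENSMUSG00000069668) by 2.40 (standard error 0.22, adjusted p = 0.0121). The counting could have split reads between these 2 sulfotransferase genes. Acnat2 (ENSMUSG00000060317) had a log2 fold change of 1.66 (standard error 0.19) and Csad (ENSMUSG00000023044) one of 1.62 (standard error 0.18), both with an adjusted p of 0.0431. A1bg, Acnat2, and Csad share exon bases with other genes. With each of the 4 libraries left out in turn, the log2 fold change of A1bg stayed between 3.54 and 3.87 and that of Sult3a2 between 3.97 and 5.11.
No gene ontology annotation was used here. In its place, lists of genes were written by hand before the data were examined and tested with camera, a competitive set test, with Benjamini-Hochberg adjustment over 7 lists. The list of oxidoreductase families had a median log2 fold change of 0.09 over 174 genes tested, with 102 higher and 72 lower in KO (adjusted p = 0.0391 from camera). Its call was lost with fry, a set test that uses the spread between libraries, where the adjusted p was 0.53. Adjusted over the list alone, 8 of its genes had a p under 0.1, against 1 adjusted over all genes tested. Without WT replicate 1 its median was -0.02, and without WT replicate 2 it was 0.23. The fatty acid metabolism list had a median of 0.09 over 69 genes, with 44 higher and 25 lower (adjusted p = 0.224 from camera). Its median was -0.05 without WT replicate 1 and 0.28 without WT replicate 2. Adjusted over the list alone, 1 of its genes passed, against 0 adjusted over all genes tested.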

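Erythroid genes led the DEGs of the KO spleen. Among the upregulated genes with the smallest p were Slc4a1, Trim10, Pkhd1l1, and Epb42, all with an adjusted p of 0.0656 from edgeR's test. Slc4a1 (ENSMUSG00000006574), which encodes an anion exchanger of the red cell membrane, rose from 338 ± 29.8 CPM (SD, n = 2) in WT to 1002 ± 16.1 in KO, a log2 fold change of 1.57 (standard error 0.16). The others had log2 fold changes of 1.78 (Trim10), 1.97 (Pkhd1l1), and 1.67 (Epb42). The 1 downregulated gene was Igkv7-33 (ENSMUSG00000076575), a light chain variable segment on chromosome 6 from 70058632 to 70059199. It had 413 and 425 counts in the WT libraries and 9 and 14 in the KO libraries, a log2 fold change of -5.10 (standard error 0.41, adjusted p = 0.0656 from edgeR's test), and reads could be shared with other light chain segments.
Over the hand-written lists, the erythroid genes had a median log2 fold change of 1.30, and all 45 genes tested were higher in KO (adjusted p = 2.95e-139 from camera). The 66 genes of the chromosome segregation list were also all higher, with a median of 0.87 (adjusted p = 9.63e-70). For the myeloid list the median was -0.29 over 28 genes, with 10 higher and 18 lower (adjusted p = 0.0146), and without WT replicate 2 it was 0.09. The immunoglobulin list had a median of 0.25 over 220 genes, with 150 higher and 70 lower (adjusted p = 0.0371), and without KO replicate 2 it was -0.25. Adjusted over the list alone, 41 erythroid, 56 chromosome segregation, 0 myeloid, and 3 immunoglobulin genes had a p under 0.1, against 9, 1, 0, and 1 adjusted over all genes tested. No myeloid gene passed either count.
Camera was run with a preset correlation of 0.01 between genes, and none of its calls on the 7 lists held after adjustment with fry or with the correlation estimated from these libraries. The erythroid list had the smallest p in both, with unadjusted values of 0.0326 from fry and 0.0216 with the estimated correlation, and adjusted values of 0.192 and 0.151. For chromosome segregation the adjusted values were 0.192 and 0.205.

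**Figure D1:**
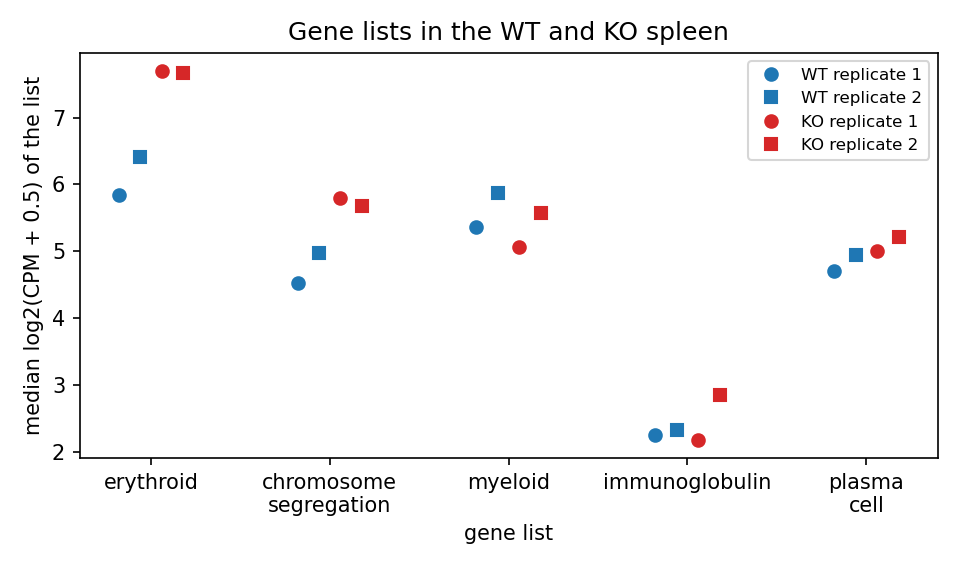
Median log2 CPM, with 0.5 added, of the genes of 5 lists in each of the 4 spleen libraries (blue, WT; red, KO; circles, replicate 1; squares, replicate 2). For the erythroid list the WT libraries sit at 5.84 and 6.41 and the KO libraries at 7.69 and 7.66, whereas the myeloid libraries of both genotypes overlap.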

In the spleen, upregulated genes were enriched in the GO pathways of “chromosome segregation”, “erythrocyte homeostasis”, and “myeloid cell homeostasis”, while downregulated genes were significantly enriched in “immunoglobulin production” and “production of molecular mediator of immune response” (Figure 3D). Taken together, these results suggest that although Nsun6 is not essential for the homeostasis of these five organs under laboratory housing conditions, it may be involved in regulating myeloid cell homeostasis and antibody secretion in the spleen and oxidoreductive reaction in the liver under certain conditions.

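Genes of plasma cells, the antibody-secreting cells, did not fall in the KO spleen. Their list of 16 genes had a median log2 fold change of 0.20, with 13 higher and 3 lower in KO (adjusted p = 0.0371 from camera and 0.53 from fry). Adjusted over the list alone, 0 of these genes passed, as was the case adjusted over all genes tested. The paper counted antigen-specific antibody-secreting cells by ELISPOT in immunized mice, whereas it describes no immunization for these libraries. The list therefore does not test that count. From the pathways enriched among its DEGs, the paper proposes that Nsun6 may take part in the regulation of myeloid cells and antibody secretion in the spleen and of oxidoreductive reactions in the liver.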

### 2.4. Nsun6-KO Impairs the Formation of Antibody-Secreting Plasma Cells in the Spleen

Based on the GO analysis of the DEGs in the spleen, we sought to examine in detail whether Nsun6 deficiency could indeed cause a biological phenotype in the spleen under homeostasis and perturbation. Given that the spleen is the largest secondary organ in the immune system and a major site of immune response to antigens [26], we first examined the development of various types of immune cells in the Nsun6 KO spleen and found that KO mice had a normal spleen size (Figure S4A) and a comparable proportion of B220^+^ B cells, F4/80^+^ monocytes/macrophages, Gr1^+^ neutrophils, B220^−^NK1.1^+^ NK cells, as well as CD4^+^CD8^-^ and CD4^−^CD8^+^ T-cells between WT and KO mice (Figure S4B), indicating that Nsun6 is dispensable in immune cell development in the spleen.

A previous study has shown that Nsun6 is mainly located in the Golgi apparatus [17], whose main function is to process, sort, and transport proteins synthesized in the endoplasmic reticulum and then distribute these proteins to specific parts of the cell or directly secrete them outside the cell. These suggest that Nsun6 may perform specific functions in immune response or antibody secretion. We therefore examined the function of Nsun6 in antibody immune response by challenging WT and Nsun6 KO mice with 4-Hydroxy-3-nitrophenylacetyl-Chicken Gamma Globulin (NP-CGG) in alum to induce T-cell-dependent antibody immune responses. We assessed activated B cells in the spleen of WT and KO mice by flow cytometry 10 days post-immunization. Germinal center (GC) B cells are the precursor cells that differentiate into long-lasting plasma cells and memory B cells [27]. We found that the proportion and the number of B220^+^Fas^+^CD38^-^ GC B cells were largely normal in the spleen of KO mice as compared to that of the WT mice (Figure 4A,B). In addition, the ratio of CXCR4^high(hi)^ CD83^low(lo)^ DZ and CXCR4^lo^CD83^hi^ LZ B cells in the GC B cell compartment was also comparable between WT and KO mice (Figure 4C,D). Consistently, the percentage and number of NP-specific IgG1^+^NIP^+^ B cells were unchanged after Nsun6 deletion (Figure 4E,F), indicating that Nsun6 is not essential for GC B cell formation. Interestingly, the ELISPOT analysis of antibody-secreting cells (ASCs) showed that the number of NP-specific IgG1 ASCs in the spleen of KO mice was significantly reduced by half as compared with WT mice (Figure 4G,H). In summary, these results suggest that Nsun6 is dispensable in GC B cell development but plays a regulatory role in the formation of antibody-secreting plasma cells.

### 2.5. Nsun6-Mediated m5C Modification Does Not Affect RNA Stability across Tissues

Previous studies have reported that m5C is involved in RNA stability [11,28]. Therefore, we investigated if Nsun6-KO would affect the mRNA abundance of its target genes. 

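The target genes were taken from Table S3, where 18, 14, 7, 16, and 39 sites in the small intestine, liver, spleen, kidney, and heart are marked as Nsun6-dependent. They fall in 15, 14, 5, 16, and 39 genes of the count table, and 2 of the spleen sites had no matching gene. Of these genes 15, 14, 5, 14, and 37 passed the filter on low counts. In the small intestine 8 were higher and 7 lower in KO, with a median log2 fold change of 0.12. The liver had 6 higher and 8 lower, with a median of -0.08, and the spleen 3 higher and 2 lower, with a median of 0.02. In the kidney 8 were higher and 6 lower, with a median of 0.14, and in the heart 19 were higher and 18 lower, with a median of 0.01. Against all other genes tested, the adjusted p over the 5 tissues was 0.725 in the kidney and 0.897 in each of the others from camera. In no tissue did a target gene have an adjusted p under 0.1 from edgeR's test, and 0 had an unadjusted p under 0.05. The lowest and highest log2 fold changes were -0.92 (Il16) and 0.79 (Gpc3) in the small intestine, -0.17 (Ephx2) and 0.41 (Serpina1c) in the liver, -0.04 (Tor1b) and 0.09 (Avl9) in the spleen, and -0.32 (Nat8f3) and 0.74 (Csf1r) in the kidney. In the heart they were -1.83 (Myl4) and 0.48 (Corin), and Myl4 was the 1 target over a 2-fold change in any tissue. Myl4, a myosin light chain of the atrium, had 264 and 452 CPM in WT and 11.1 and 190 in KO, and its log2 fold change was -0.89 without KO replicate 1 and -5.01 without KO replicate 2. With single libraries left out, the medians changed sign in every tissue, to -0.22 in the small intestine and -0.13 in the spleen without KO replicate 1, to 0.31 in the liver without WT replicate 2, and to -0.30 in the kidney and -0.02 in the heart without WT replicate 1.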

The expression levels of Nsun6 target genes were compared between WT and KO samples, which revealed that in all tissues, Nsun6 target genes showed both mild upregulation and downregulation in the Nsun6-KO samples, and in general, the genes were evenly distributed on both sides of the diagonal line (Figure 5). Additionally, no global difference could be observed between the genes with Nsun6-dependent and -independent sites (Figure 6A).

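Genes with Nsun6-independent sites only, as Table S3 marks them, were compared with the target genes by a two-sided permutation test over genes (100000 resamples), in which genes are not independent replicates. The small intestine had 83 such genes with a median log2 fold change of 0.01, so that the target genes were higher by 0.11 (permutation p = 0.246). In the liver the difference from 71 genes was -0.15 (permutation p = 0.0921), and in the spleen that from 69 genes was 0.04 (permutation p = 0.73). It was 0.11 against 137 genes in the kidney (permutation p = 0.319) and -0.02 against 303 genes in the heart (permutation p = 0.3). Adjusted over the 5 tissues, the permutation p was 0.73 in the spleen and 0.399 in the others. Sites that the table marks NA were left out. With those sites assigned by their level in KO, the difference was -0.04 in the heart (permutation p = 0.0457, not adjusted), and 0.01 in the liver. The difference changed sign in every tissue when 1 library was left out, to -0.28 in the small intestine and -0.08 in the spleen without KO replicate 1, to 0.19 in the liver and 0.18 in the heart without WT replicate 2, and to -0.37 in the kidney without WT replicate 1. Replicates 1 and 2 of the small intestine differ in genes of intestinal position, and leaving out 1 library leaves the numbers unbalanced between the genotypes. From these genes and from RT-qPCR of Igfbp6, Afg3l1, and Csf1r in the heart, the paper proposes that m5C at Nsun6 targets has no evident influence on RNA stability.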

Given that the methylation levels of different genes vary significantly, and that genes with low modification rates may show limited changes upon Nsun6 KO, we selected genes with high modification rates in the heart for further analysis using RT-qPCR. We found that the mRNA levels of Igfbp6, Afg3l1, and Csf1r presented no significant changes between WT and KO heart samples (Figure 6B). These results suggest that in the five tissues we analyzed, Nsun6-mediated m5C modification does not have any evident influence on RNA stability, and Nsun6 KO-induced phenotypes may be associated with other functions of the m5C modification or with Nsun6 itself.

## 3. Discussion

5-methylcytosine (m5C), one of the prevalent RNA modifications, is deposited by NSUN2 and its paralog NSUN6 on an mRNA [20,21,22]. While the physiological functions of Nsun2 have been deeply studied using the gene KO mouse, the physiological functions of Nsun6 remain elusive. Here, we generated an Nsun6-KO mouse strain, which helped to identify high-confident Nsun6-dependent m5C sites in five different tissues. The molecular influence of Nsun6 KO in these tissues was analyzed by RNA-seq, which demonstrated that Nsun6 deficiency induces limited transcriptome changes across tissues. Due to the relatively larger number of DEGs detected in the KO spleen, we further investigated its function in the spleen and found that Nsun6 is not essential for the GC B cell development but is involved in the regulation of ASCs.

It has been shown that the loss of Nsun2 could cause several apparent phenotypes in male mice, including weight loss, partial alopecia, and meiosis abnormality [15,16]. Given that Nsun6 has a similar molecular function and is highly conserved from archaea to humans [19], we expected Nsun6 to be critical for certain biological processes. Therefore, it is surprising that Nsun6 deficiency did not induce any Nsun2-related or other apparent phenotypes. Further DEG analysis also demonstrated that the loss of Nsun6 only resulted in limited transcriptome changes across five tissues with only three overlapped DEGs. This demonstrated that Nsun6 is not required for the development and homeostasis of the animal, but also indicates that it may be involved in more elaborate regulation, or its function is associated with specific perturbation (e.g., stress). 

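One model of all 20 libraries, with tissue and genotype as terms, tested for a change shared by the tissues. It treats the libraries as independent, although tissues of the same animal would not be. Among 23159 genes, 1 had an adjusted p under 0.1 and a fold change over 2 (edgeR's quasi-likelihood test). This gene was Gm48207 (ENSMUSG00000112571; chromosome 10, 105532984 to 105534493), named after its value was seen, with a log2 fold change of 5.14 (standard error 0.72, adjusted p = 0.0233 from edgeR's test). Its counts were low, at 0 and 4 in WT and 89 and 93 in KO small intestine, 0 and 0 against 6 and 18 in the liver, 0 and 1 against 12 and 11 in the spleen, 0 and 0 against 4 and 0 in the kidney, and 0 and 0 against 0 and 4 in the heart. With the spleen left out 0 genes passed, as with the replicate number as a block and with at least 10 counts in every library. The count stayed at 1 with RLE size factors and with no filter on low counts, and DESeq2 gave 4. A test of the interaction between tissue and genotype, which asks whether the effect of the knockout differs between tissues, called 0 genes at an adjusted p under 0.1. For Isg15 the unadjusted p of this test was 0.0444, and the adjusted p from edgeR's test was 1. The count of genes with an interaction depended on the processing, at 973 with no filter on low counts and 108 with DESeq2. In simulated data the shared effect was recovered for 198 of 200 genes changed 4-fold, with 9 false calls among genes changed in no tissue. Genes changed in the liver alone were not counted as false when called as shared. The interaction was recovered for 0 of 200 genes changed 4-fold in the liver alone. It was recovered for 184 of 200 genes changed 16-fold, with 45 false calls.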

As demonstrated in the investigation of antibody immune response in the KO spleen, we indeed found that Nsun6 is dispensable in the development of the B cell but is associated with the formation of ASCs under an immune challenge. Given that Nsun6 is mainly located in the Golgi apparatus [17], whose main function is to process, sort, and transport proteins synthesized in the endoplasmic reticulum and to distribute them to specific parts of the cell or directly secrete them outside the cell, we speculate that Nsun6 may affect the metabolism of antibody proteins. However, how Nsun6 affects the formation of ASCs at the molecular level, and whether Nsun6 is involved in other biological processes requires a more detailed analysis of the KO mice.

Interestingly, although the heart has relatively more m5C sites, it does not have the highest protein level of Nsun6, indicating that the m5C modification may be globally regulated by certain factors. Whether these co-factors that enhance the activity of Nsun6 exist and whether the concentration of S-adenosine methionine (SAM), the donor of the methyl group, could affect the modification rate are both worth further investigations.

It has been reported that m5C methylation in mRNAs could affect RNA stability, RNA location, and translation efficiency [10,25,28,29]. However, our RNA-seq data showed that the RNA levels of genes with Nsun6-dependent m5C sites did not significantly change after Nsun6-KO. Taking advantage of the NSUN6-KO HAP1 cells constructed in our previous study [20], we separated nuclear and cytoplasmic fractions of RNA for analysis and found that the distribution of NSUN6-modified mRNAs was not altered as compared to WT cells (data not shown). Additionally, through polysome profiling followed by RNA-seq, we observed that there were no differences in the translation efficiency of NSUN6-modified mRNAs between WT and KO HAP1 cells (data not shown). These could potentially be explained by two reasons: (1) the mRNA stability regulated by m5C may only be observed in specific physiological conditions (e.g., the maternal to zygotic transition) due to the presence of specific m5C readers, and (2) m5C readers involved in mRNA metabolism may only recognize Nsun2-dependent m5C sites due to the different local sequence feature. Therefore, how NSUN6-mediated m5C modification contributes to mRNA metabolism in different contexts remains elusive, and the Nsun6-KO mouse strain is an important resource to tackle these questions.

In this study, we generated an Nsun6-KO mouse strain and investigated the molecular phenotypes of five different organs with systematic approaches. Although the limited influence of Nsun6 deficiency was observed, we uncovered its involvement in antibody immune response in the spleen. Our work provides a deeper understanding of Nsun6′s phycological functions and paves the way for further Nsun6-related studies.

## 4. Methods

### 4.1. Generation of the Nsun6-Knockout Mouse Strain

The Nsun6-KO mouse was generated by the CRISPR/Cas9 system. sgRNAs were transcribed in vitro and microinjected with the Cas9 protein into the fertilized eggs of C57BL/6J mice. Fertilized eggs were transplanted to obtain positive F0 mice. The exon 3 and exon 4 were removed by sgRNAs: CCTGTAAAGAAGTCCGAGCT and TTCCTGACTCGAGCCAGTAA. The genotype was confirmed by the following primers: F1, GAGTGCTAAGATTACAGATGCACACC; R1, CTATCTAAATCTTCAACAGGAGGCATC; F2, GATCCTGTCCGAGGATGATGAGC; R2, CCTGAATTCGATCCACATGGGTC. Homologous Nsun6 mice were obtained by mating heterozygous Nsun6 mice.

### 4.2. Total RNA Extraction

The mice were sacrificed by cervical dislocation. Tissues, including small intestine, liver, spleen, kidney, and heart, were obtained from 8-week-old female mice. Tissues were dissected, snap-frozen by liquid nitrogen, and kept at −80 °C. All tissues were ground by mortar before RNA extraction. Total RNA was extracted by TRIzol^®^ Reagent Invitrogen, #15596026, Carlsbad, CA, USA) with DNase I treatment according to the manufacturer’s instructions.

### 4.3. mRNA Capture

mRNA was captured by VAHTS mRNA Capture Beads (Vazyme, #N401,Nanjing, China) according to the manufacturer’s instructions.

### 4.4. mRNA Library Construction

A strand-specific mRNA library was constructed by VAHTS^®^ Stranded mRNA-seq Library Prep Kit for Illumina^®^ V2 (Vazyme, NR612, Nanjing, China) according to the manufacturer’s instructions.

### 4.5. mRNA Bisulfite Sequencing

A total of 200 ng mRNA was converted by EZ RNA methylation kit (Zymo Research, CA, USA) according to the manufacturer’s instructions, with minor modifications. Briefly, the mRNA was incubated at 70 °C for 30 min and at 60 °C for 1 h at the bisulfite treatment step. The quality of the bisulfite-treated mRNA was assessed using Agilent RNA 6000 Pico Kit (Agilent Technologies, Santa Clara, CA, USA), and it was then applied in the preparation of NGS libraries using the VAHTS Stranded mRNA-seq Library Prep Kit (Vazyme, Nanjing, China). The library quality was assessed using the High Sensitivity DNA Kit (Agilent Technologies, Santa Clara, CA, USA). Paired-end sequencing (2 × 150 bp) was performed at the HaploX Genomics Center (HaploX Biotechnology Co., Ltd., Shenzhen, China).

### 4.6. Western Blot

All tissues were ground by mortar before protein extraction. Total protein was extracted by RIPA lysis buffer (Beyotime, P0013B, Shanghai, China) and sonicated for 10 cycles (30s On/30s Off). Protein concentration was measured by BCA (Beyotime, P0011, Shanghai, China). A total of 60 µg of protein was loaded for Western blot. The following antibodies were used in this study: Nsun6 (Abclonal, A7205, Wuhan, China) and Gapdh (Proteintech, 60004-1-lg, Wuhan, China).

### 4.7. Detection of the m5C Modification

The m5C sites on the mRNA were detected by the RNA-m5C pipeline according to our previous study [20].

### 4.8. Nsun6-Dependent Site Identification

In this study, the criteria for determining the high-confident m5C sites were as follows: (1) the coverage of the site should have at least 20 reads in 2 replicates; (2) the number of reads containing the unmodified C should be at least 2 in 2 replicates; (3) the WT methylation level should be at least 0.05.

### 4.9. Mice Immunization

The mice were intraperitoneally immunized with 100 μg NP37-CGG (Biosearch Technologies, Novato, CA, USA) in aluminum (Thermo, Waltham, MA, USA) for cell-dependent humoral immune response.

### 4.10. Flow Cytometry

Single-cell suspensions were prepared from mouse spleens by the removal of red cells using an RBC lysis buffer (BioLegend, San Diego, CA, USA) and by passing them through a 70 µm nylon mesh. After counting, the cells were stained with the indicated antibodies: anti-B220-APC-Cy7 (BD Biosciences, San Diego, CA, USA, RA3-6B2), CD38-PerCP-Cy5.5 (BD Biosciences, San Diego, CA, USA, 90/CD38), FAS-PE (eBiosciences, San Diego, CA, USA, 15A7), CXCR4-APC (eBiosciences, San Diego, CA, USA, 2B11), CD83-FITC (Invitrogen, Carlsbad, CA, USA, Michel-17), IgG1-FITC (BD Biosciences, San Diego, CA, USA, A85-1), Dump (CD138-biotin (BD Biosciences, San Diego, USA, 281-2), IgM-biotin (BD Biosciences, San Diego, CA,USA, R6-60.2), IgD-biotin (BD Biosciences, San Diego, CA, USA, 217-170), Gr-1-biotin (eBiosciences, San Diego, CA, USA, RB6-8C5), CD3-biotin (BioLegend, San Diego, CA, USA, 17A2)) conjugated with PerCP Streptavidin (BD Biosciences, San Diego, USA, 554064), F4/80-PE (eBiosciences, San Diego,CA, USA, BM8), Gr-1-FITC (eBiosciences, San Diego, USA, RB6-8C5), NK1.1-biotin (BioLegend, San Diego, CA, USA, PK136) conjugated with PE-Cy7 Streptavidin (BD Biosciences, San Diego,CA, USA, 557598), CD4-APC (BD Biosciences, San Diego, CA, USA, RM4-5), and CD8a-PerCP-Cy5.5 (eBiosciences, San Diego, CA, USA, 53-6.7). NP-specific B cells were detected by NIP-BSA (Biosearch Technologies, Novato, CA, USA) conjugated with PE using R-Phycoerythrin Labeling Kit-SH (Dojindo, Kumamoto, Japan). Data were analyzed using Flowjo V10.7

### 4.11. ELISPOT Assay

One million splenocytes were seeded in each well of the MultiScreen filter plate (Milipore, Darmstadt, Germany) coated with NP20-BSA (Biosearch Technologies, Novato, CA, USA) and blocked with BSA for incubation. After washing, the plate was incubated with biotin-conjugated anti-IgG1 antibodies (1/1000, SouthernBiotech, Birmingham, AL, USA) for 1 h at room temperature, and with streptavidin-AP (1/1000, SouthernBiotech, Birmingham, AL, USA) for another 0.5 h. Then, the antibody-secreting cells were visualized using substrates (Mabtech, Cincinnati, OH, USA).

### 4.12. RNA-seq Analysis

Raw pair-end reads were trimmed by cutadapt (-a AGATCGGAAGAG-A AGATCGGAAGAG-j 8). Cleaned reads were mapped to mouse reference genomes (GRCh38) by hisat2 (default parameters). All mapping results were counted by featureCounts (-t exon -s 2 -B -C, annotation file is GRCm38.102). The DEGs were calculated by DEseq2 (fc > 2, fdr < 0.1).

### 4.13. t-SNE Visualization

t-SNE visualization was performed using the Package Rtsne version 0.15 of the R Package.

### 4.14. GO Enrichment Analysis

GO enrichment was performed using the clusterProfiler of the R package. For each tissue type, the expressed genes were used as background.

### 4.15. GSEA Analysis

Genes with a TPM larger than 1 in at least one sample were used to perform GSEA analysis using the GSEA software version 4.1.0 with default parameters, except that the metric for ranking genes was the log2 Ratio of classes.

### 4.16. Motif Analysis of m5C Sites

The upstream and downstream 10 nt sequences flanking the m5C sites were extracted from the genome and subjected to ggseqlogo [30] for motif analysis.

### 4.17. Data Availability

All sequencing data are available in the GEO database under accession number GSE200953.

## Figures and Tables

**Figure 1:**
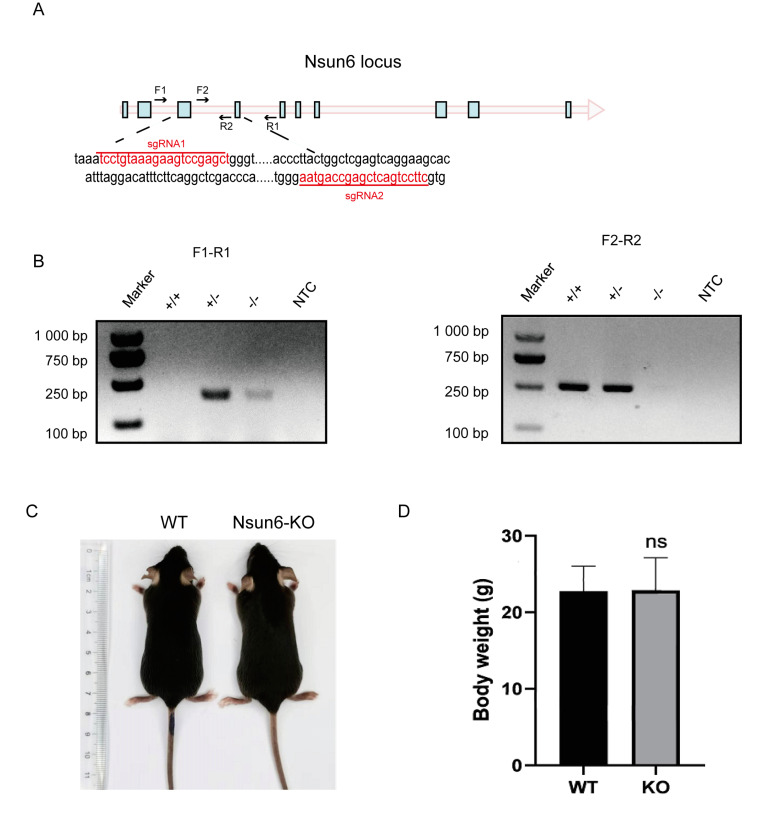
Construction of the Nsun6-KO mouse strain. (**A**) The schematic design of the CRISPR/Cas-mediated Nsun6 KO, where two sgRNAs were used to remove exon 3 and 4 of the gene. Two PCR primer pairs were designed to confirm the genotype. (**B**) The correct genotype of the KO mouse was confirmed: the primer pairs F1-R1 and F2-R2 were used to detect the KO and WT allele, respectively. (**C**) The appearance of Nsun6-KO and WT mice. (**D**) The bodyweight of Nsun6-KO and WT mice at the age of 8 weeks (*n* = 5, *p* > 0.5).

**Figure 2:**
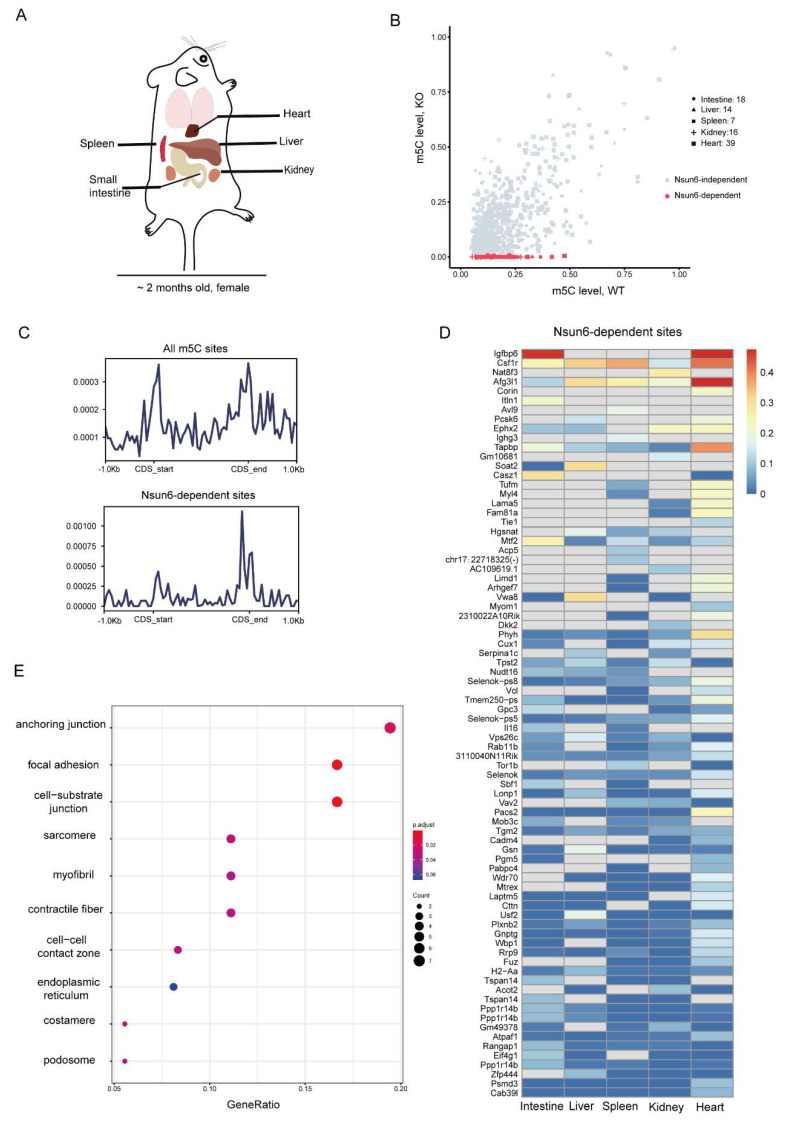
Identification of high-confident Nsun6-dependent m5C sites across tissues. (**A**) Five tissues (small intestine, liver, spleen, kidney, and heart) were used to perform BS-seq (*n* = 2). (**B**) The scatter plot presents the modification rate of m5C sites in different tissues. Red dots represent Nsun6-dependent sites. (**C**) The distribution of total and Nsun6-dependent m5C sites along with mRNA. (**D**) Heat map showing the modification rate of Nsun6-dependent sites across tissues. Undetected sites were represented by the gray block. (**E**) GO analysis of genes with Nsun6-dependent m5C sites in the heart tissue.

**Figure 3:**
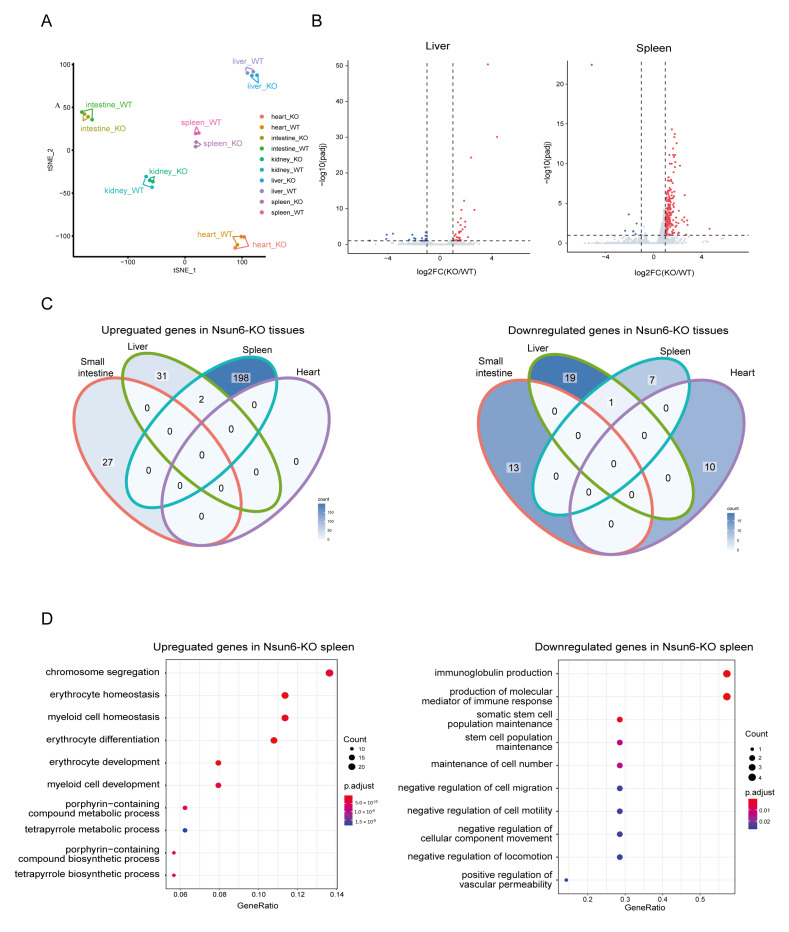
The influence of Nsun6 KO on transcriptome across tissues. (**A**) A t-SNE plot presenting the transcriptomic similarity and divergence of all RNA-seq data sets. (**B**) Volcano plots presenting the DEGs identified in the liver and spleen of KO mice. (**C**) A Venn diagram of the DEGs in Nsun6-KO small intestine, liver, spleen, and heart. (**D**) GO analysis of the DEGs in Nsun6-KO spleen.

**Figure 4:**
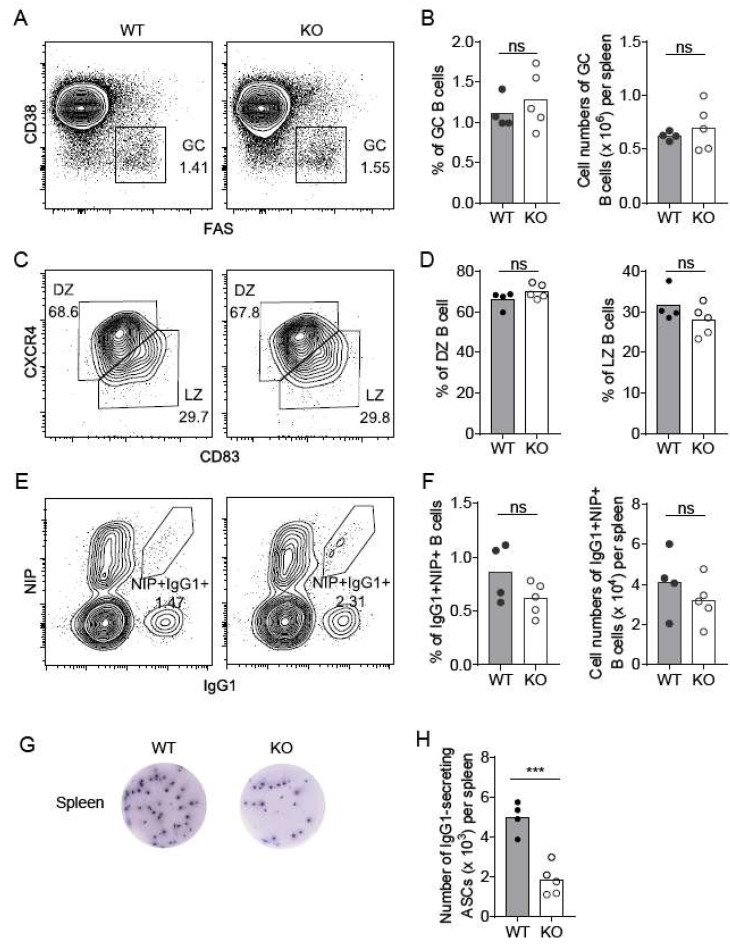
Nsun6 is dispensable in GC B cell response but important for antigen-specific ASC formation. (**A**) Flow cytometric analysis of the GC B cell (B220^+^CD38^-^FAS^+^) in the spleen of WT and KO mice. (**B**) The ratio and number of GC B cells. (**C**) Flow cytometric analysis of DZ (B220^+^ CD38^-^FAS^+^CXCR4^high^CD83^low^) and LZ (B220^+^CD38^-^FAS^+^CXCR4^low^CD83^high^) B cells. (**D**) The proportion of DZ and LZ B cells. (**E**) Flow cytometric analysis of NP-specific IgG1^+^ B cells (B220^+^Dump [IgG, IgM, Gr-1, CD138, CD3]^-^NIP^+^IgG1^+^) in the spleen. (**F**) The ratio and number of NP-specific IgG1^+^ B cells. (**G**) ELISPOT assay anti-NP IgG1 Ab-secreting plasma cells in the spleen (**H**) Cell number of anti-NP IgG1 Ab-secreting plasma cells. In **B**, **D**, **F**, **H**, each dot represents an individual mouse. All mice were analyzed on day 10 post-immunization with NP-CGG. All data were from two independent experiments. In each statistical analysis, a two-tailed unpaired Student *t*-test was used. *** *p* < 0.001; ns, not significant (*p* > 0.05).

**Figure 5:**
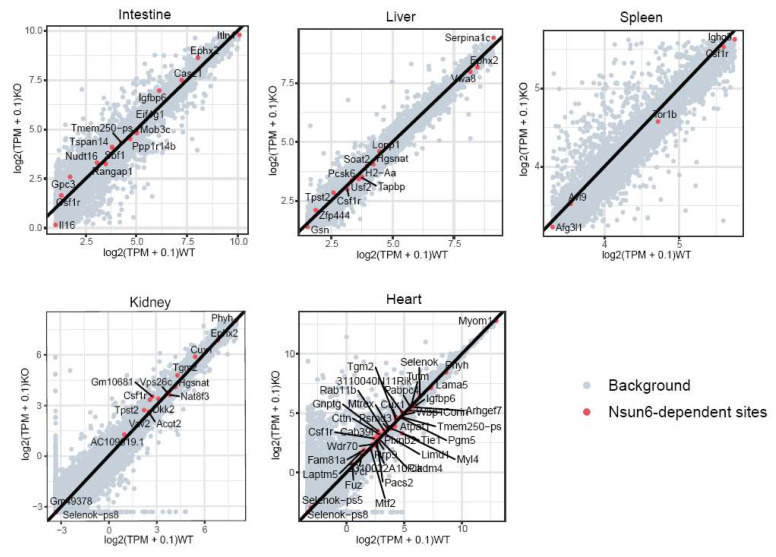
Scatter plots presenting the mRNA level changes of Nsun6 target genes. Scatter plots presenting the mRNA levels of all genes detected in WT and KO tissues. The red dots represent Nsun6 target genes, while the gray dots represent the rest of the genes detected in the tissue. The black line is the diagonal line used as reference.

**Figure 6:**
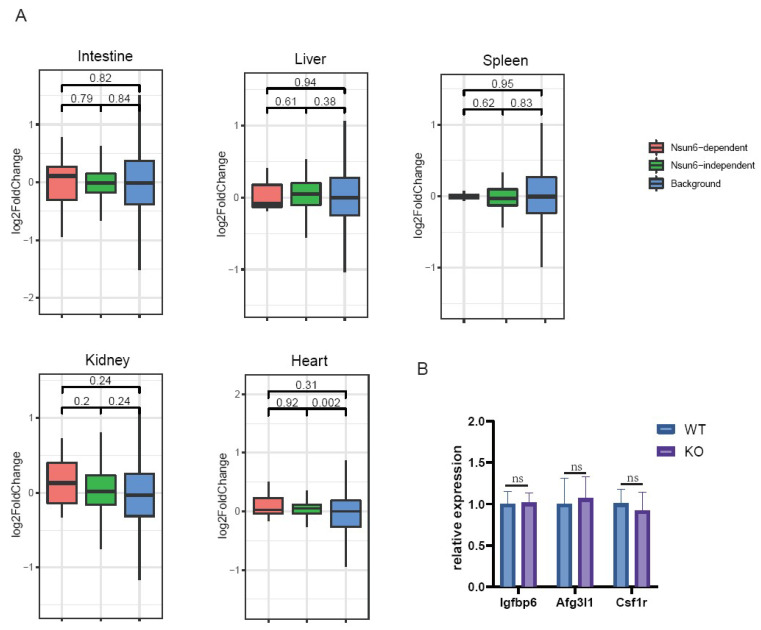
Box plots presenting the global mRNA level changes of Nsun6 target genes. (**A**) The red, green, and blue boxes represent the global mRNA level changes of genes with Nsun6-dependent and -independent m5C sites and of genes without m5C sites, respectively. (**B**) The mRNA levels of highly modified Nsun6 target genes Igfbp6, Afg3l1, and Csf1r were compared between WT and KO heart tissue using RT-qPCR.

## Data Availability

Not applicable.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23126584/s1.

# Supplementary material for: A Cross-Tissue Investigation of Molecular Targets and Physiological Functions of Nsun6 Using Knockout Mice
**Source:** Int J Mol Sci. 2022 Jun 13;23(12):6584. doi: 10.3390/ijms23126584
**Supplement:** Supplementary file 1

## Figure legends of supplementary figures

**Figure S1. Confirmation of Nsun6 KO at protein level.** Liver, spleen, and heart tissues were used to confirm the KO of Nsun6 using Western blot.

**Figure S2. The features of NSUN6-dependent m5C sites.** A. IGV plots presenting a Nsun6-dependent m5C site on gene Igfbp6 in WT and KO of small intestine. The sequence represents the genome sequence, and the red bars represent the C-T mismatches induced by bisulfite conversion. The site indicated by the arrow is the m5C site, where a proportion of C was converted to T in WT tissue. B. Nucleotide frequency of 80 Nsun6-dependent m5C sites and their 10 nt flanking regions. C. IGV plots presenting m5C modification rates of Furin and Nectin2, whose orthologous genes in human are highly modified. D. Protein levels of Nsun6 in different mouse tissue detected by Western blot. E. GO enrichment analysis of all m5C sites in heart.

**Figure S3. The analysis of Nsun6-KO across tissues.** A. The volcano plots presenting the DEGs identified in heart, small intestine, and kidney, respectively. B. GO analysis of DEGs in Nsun6-KO liver.

**Figure. S4 Lymphocytes development was intact in spleen of Nsun6 KO mice.** A. Flow cytometric analysis of ratio of B cells (B220<sup>+</sup>), macrophages (B220<sup>+</sup>F4/80<sup>+</sup>), Gr-1<sup>+</sup> cells (Gr-1<sup>+</sup>), natural killer cells (B220<sup>+</sup>NK1.1<sup>+</sup>), CD4<sup>+</sup> T cells (CD4<sup>+</sup>CD8<sup>-</sup>), CD8<sup>+</sup> T cells (CD4<sup>-</sup>CD8<sup>+</sup>), and CD4<sup>+</sup> CD8<sup>+</sup> T cells (CD4<sup>+</sup>CD8<sup>+</sup>). B. The statistical graph of B cells (B220<sup>+</sup>), macrophages (B220<sup>+</sup>F4/80<sup>+</sup>), Gr-1<sup>+</sup> cells (Gr-1<sup>+</sup>), natural killer cells (B220<sup>+</sup>NK1.1<sup>+</sup>), CD4<sup>+</sup> T cells (CD4<sup>+</sup>CD8<sup>-</sup>), CD8<sup>+</sup> T cells (CD4<sup>-</sup>CD8<sup>+</sup>), and CD4<sup>+</sup> CD8<sup>+</sup> T cells (CD4<sup>+</sup>CD8<sup>+</sup>).

How the deposited data were processed for this re-analysis (not part of the article)

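RNA from the small intestine, liver, spleen, kidney, and heart of WT and Nsun6-KO mice was sequenced in 20 libraries, 2 for each tissue and genotype. Libraries were grouped by the tissue, genotype, and replicate number of the sample labels. The authors trimmed the reads with cutadapt, mapped them with hisat2, counted them with featureCounts on exons of the Ensembl annotation of GRCm38, and deposited raw counts per gene without normalization, together with the length of the merged exons of each gene in base pairs (other than a measured value). The methods print GRCh38 as the genome, whereas the results name mm10. The methods state reverse-stranded counting of properly paired reads, whereas the command stored with the counts holds none of these options. Replicates were not pooled. Every gene of the table has an identifier, and 217 symbols occur more than once, so genes were followed by identifier.

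Total counts ranged from 15897446 to 44508197 per library, with a median of 28513950. Because mates of a pair appear to have been counted separately, counts are not independent molecules. The spread between replicates, not the counting error, limits the precision of the values.

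From the counts, edgeR 4.0.16 in R 4.3.3 was used for TMM normalization, the filterByExpr filter, and the quasi-likelihood test with robust estimation, separately in each tissue. DEGs had a Benjamini-Hochberg adjusted p under 0.1 and a fold change over 2, as in the methods of the paper. A standard error was taken as the size of the log2 fold change divided by the square root of its F statistic. Values per library are CPM after TMM normalization, except where counts are named. The effect shared by tissues and the interaction between tissue and genotype were tested in models of all libraries. Whether tissues came from the same animals is not stated in the text of the paper, and libraries were treated as independent. Gene sets were tested with camera (limma 3.58.1) with a preset correlation of 0.01 between genes and, as alternatives, with an estimated correlation and with fry. The threshold of the set and permutation tests was 0.05. The permutation tests used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. The methods of the paper name DESeq2, and DESeq2 1.42.0 was run as an alternative.

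The genes named were fixed by a rule before the data were examined. They are the genes the paper names, the DEGs with the smallest p in each tissue and direction whose genotypes did not overlap (up to 5 in the liver and the spleen), and the target genes with the highest and the lowest log2 fold change in each tissue. Gm48207 and the genes whose levels are given for single patterns (Myh11, Des, Fabp6, Pdx1, Ms4a1, Alb, Myl7, Scgb1a1, Sftpc, Igkc, Igha, Ighm, and Jchain) fall outside this rule and were chosen after their values were seen. Lists for erythroid, chromosome segregation, myeloid, immunoglobulin, and plasma cell genes in the spleen, and for oxidoreductase families and fatty acid metabolism in the liver, were written by hand before the data were examined, since no gene ontology annotation was used here. So were lists for B cells, T cells, hepatocytes, adipose tissue, the atrium, pancreas, skeletal muscle, the interferon response, immediate early genes, the glucocorticoid response, the circadian clock, the m5C machinery, the pseudoautosomal region, genes that differ between mouse substrains, and Xist with Y-linked genes. Lists for airway and lung, smooth muscle, enterocytes, erythroid precursors, the proximal and distal intestine, and female-biased and male-biased genes of the liver were written after the largest changes had been seen, and leave out the genes seen then. In all, 30 lists were tested in 5 tissues.

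The main edgeR fits, and DESeq2 within each tissue, were tested on simulated counts with known changes and the spread of each tissue. The fit with the replicate number as a block was not. Camera with its preset correlation separated a changed from an unchanged set in every tissue. The simulated genes were drawn independently of each other, so this does not check the preset correlation. Fry was run on a changed set only, and the estimated correlation on neither. The permutation test gave 1e-05, the smallest p it can give, for a changed set of 48 genes and 0.244 for an unchanged one. The alternatives were DESeq2, other size factors, no filter on low counts or a minimum of 10 counts in every library, an adjusted p under 0.05, no threshold on the fold change, one fit of all 20 libraries, the replicate number as a block, log2(TPM + 0.1) values for genes with a TPM over 1 in a library, other assignments of undecided sites, and each library left out in turn. The bisulfite, flow cytometry, and RT-qPCR experiments were not analysed here. The t-SNE was replaced by distances between libraries, because its axes have no unit.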

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

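The tests of interferon genes across organs, of the liver transcripts in the spleen, and of the erythroid values without that library were chosen only after the results had been seen. The tests of smooth muscle and of intestinal position used genes other than those first seen.

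The interferon response list moved in opposite directions between tissues. Over 36 genes, the median log2 fold change was -0.54 in the KO small intestine, where 32 genes were lower, against 0.22 in the liver and 0.25 in the spleen, where 28 were higher in each. It was 0.13 in the heart and -0.02 in the kidney. The difference itself was tested by limma's camera on the interaction, with an adjusted p = 6.83e-16 for spleen against small intestine and an adjusted p = 1.12e-16 for liver against small intestine, over the 2 contrasts. With limma's fry both adjusted values were 0.00653. These 2 contrasts were picked because their medians stood apart, so their p values do not count that choice. They come from one fit of all 20 libraries, which treats libraries as independent and shares each gene's spread between tissues. The coefficient of variation was 0.602 in the small intestine, 0.238 in the liver, and 0.31 in the spleen, so the error of the small intestine may be understated. Within the small intestine alone, limma's fry gave an unadjusted p of 0.104. Within single tissues limma's fry gave an adjusted p of 0.935 or more over all lists and tissues. One interferon state of the KO animals in all organs is argued against by the small intestine, where the list without Isg15 and Rsad2 had a median of -0.53. The libraries of the small intestine also differ in their cells. The T cell list had a median log2 fold change of -0.90 there, with all 16 genes lower, and the B cell list one of -2.31, with counts of the B cell gene Ms4a1 of 3380 and 2 in WT and 18 and 329 in KO. Fewer immune cells in the KO samples of the small intestine may therefore account for part of the fall, and this was not tested. A difference of the knockout between organs stays open as well.

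Smooth muscle genes were higher in the KO small intestine, in genes that the paper does not discuss. All 24 genes tested of the list were higher in KO, with a median log2 fold change of 1.75 (limma camera adjusted p = 1.15e-28, limma fry adjusted p = 0.936, which does not pass). Myh11 had 2486 and 2250 counts in WT and 11276 and 7799 in KO, and Des 2463 and 2824 against 19480 and 7253. More of the muscle layer in the KO samples is a candidate explanation, since the enterocyte list did not rise to a like degree, with a median of 0.25 (limma camera adjusted p = 0.216). A difference in sampling and a biological difference in muscle cannot be told apart with 2 libraries in each group. The pattern does not follow the replicate number, between which the list differed by -0.51 (limma camera adjusted p = 0.372).

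The small intestine libraries split by replicate number in genes that follow position along the intestine. The proximal list was higher in replicate 2 by a median log2 ratio of 6.02 (limma camera adjusted p = 7.82e-28), and the distal list was lower by -2.06 (limma camera adjusted p = 2.95e-23). Fabp6, which marks the ileum, had 234340 counts in WT replicate 1 and 6 in WT replicate 2, and 172664 and 10 in KO. Pdx1, which marks the duodenum, had 0 and 2352 counts in WT and 0 and 1580 in KO. Samples of replicate 1 from a distal part and of replicate 2 from a proximal part are a candidate explanation. More muscle in one replicate number is argued against, since the median log2 CPM of the smooth muscle list was higher in replicate 2 of WT (4.82 and 5.13 in replicates 1 and 2) but lower in replicate 2 of KO (7.13 and 6.04). Both genotypes have one library of each kind, so position does not separate WT from KO. It raises the spread within the groups. A fit with the replicate number as a block still gave 0 upregulated and 0 downregulated genes in the small intestine, where 313 and 109 genes had an unadjusted p under 0.05 without the block. That fit was not tested on simulated counts, so its count of 0 does not decide whether position is the reason for the lack of DEGs there.

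Transcripts of the liver were present in the WT replicate 2 library of the spleen. Over 214 genes with at least 200 CPM in the liver and at most 2 in the spleen WT replicate 1 library, the median was 2.81% of the liver level, with quartiles at 2.28% and 3.26% and a range from 0.9% to 7.45%. The KO replicates 1 and 2 had 0.13% and 0.18%. Alb had 102807 counts in this library, against 192 in WT replicate 1 and 4122 and 5772 in KO. The hepatocyte list had a median log2 fold change of -3.39 in the spleen (limma fry adjusted p = 0.97). Liver tissue or RNA in that sample is a candidate explanation, because the genes stand near one share of their liver level. It cannot be the reason for the higher erythroid genes in the KO spleen, whose median log2 fold change without this library was 1.63 against 1.30 with it.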

How the results depend on the processing

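All alternatives below were set before the data were examined, except DESeq2 on all genes, which was chosen after seeing the values. The cause of a change was not tested unless one is named.

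Over the summary results, 182 of 242 values under these alternatives were classed as unchanged, 27 as stronger, 22 as weaker, and 11 as reversed. For tested values, unchanged means the same direction and the same side of the threshold. Counts of genes were classed by size, so that 41 upregulated DEGs in the spleen were unchanged at 51 and stronger at 104. Of 120 values for single genes, 103 kept their direction and their side of the threshold. Of the rest, 5 rose past the threshold, all under DESeq2, and 12 fell below it, all in one fit of all 20 libraries. RLE size factors and the removal of the fold change threshold left every summary result classed as unchanged. RLE size factors still raised the upregulated DEGs of the spleen from 41 to 51. The tallies above do not hold the fits that left out a library. There, 29 of 88 values of summary results moved by more than their spread and 27 changed sign, and of 120 values for single genes 25 moved and 6 changed sign.

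DESeq2 called 36 up and 15 down in the small intestine, 33 and 20 in the liver, 201 and 8 in the spleen, and 3 down in the heart. It gave 2 genes upregulated and 1 downregulated in both liver and spleen, 3 called in 2 or more tissues, 4 genes with a shared effect, and 108 with an effect that differs between tissues. DESeq2 on all genes gave the same numbers for the tissues and overlaps, apart from 200 upregulated genes in the spleen. On simulated counts DESeq2 made 48 false calls beside 35 true ones in the small intestine, 23 beside 345 in the liver, 37 beside 154 in the spleen, 42 beside 76 in the kidney, and 28 beside 137 in the heart. For edgeR these were 0 beside 2, 35 beside 358, 11 beside 148, 2 beside 35, and 3 beside 116.

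With no filter on low counts, edgeR called 68 up and 54 down in the liver, 260 and 53 in the spleen, 1 and 12 in the heart, 3 up and 1 down in both liver and spleen, 5 in 2 or more tissues, and 973 genes with an effect that differs between tissues. With at least 10 counts in every library, which tests fewer genes, the spleen had 104 upregulated DEGs and the shared effect 0 genes. At an adjusted p under 0.05 the spleen had 0 and 0 DEGs and the liver 7 and 0, which reverses the order of these tissues. In one fit of all 20 libraries, which share one spread, the liver had 0 and the spleen 0 and 0. The shared effect had 0 genes without the spleen.

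The replicate number was also fitted as a block. The paper's text does not say what a number stands for, and there are only 2 numbers. Deviations of same-numbered libraries from their group means correlated with r = 0.57 in the small intestine, 0.365 in the heart, 0.126 in the kidney, 0.0376 in the liver, and 0.00707 in the spleen. With the block, 16 and 4 genes were called in the liver, 6 downregulated in the heart, 0 with a shared effect, and the median of the target genes in the heart was -0.001. Between tissues, such deviations correlated with a median r of 0.059 (from -0.064 to 0.167) over 20 pairs of the same genotype and 0.007 (from -0.301 to 0.124) over 20 pairs of different genotypes. Among liver, spleen, and kidney, r was 0.097 to 0.167 within a genotype and -0.03 to 0.029 between genotypes. Tissues of the same animals would give such a split. Pairs with the small intestine or the heart did not show it, as with 0.124 between KO spleen and WT heart. If tissues with the same number came from the same animals, the fits of all libraries would count them as independent when they are not. Of 37 results, 32 were classed as unchanged with the block, as with 42 and 1 DEGs in the spleen, of which 31 and 1 were shared with the fit without it.

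The calls of camera were lost with the other set tests, at the same medians. With the estimated correlation the adjusted p was 0.151 for erythroid (1.30), 0.205 for chromosome segregation (0.87), 0.618 for myeloid (-0.29), 0.714 for immunoglobulin (0.25), 0.523 for plasma cell (0.20), and 0.523 for oxidoreductase (0.087) genes. With fry it was 0.192, 0.192, 0.665, 0.665, 0.53, and 0.53.

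On the log2(TPM + 0.1) scale the median of all genes shifted by -0.155 in the spleen, -0.179 in the liver, 0.112 in the small intestine, and less elsewhere. The medians became -0.067 for immunoglobulin, -0.442 for myeloid, and 0.031 for plasma cell genes, -0.086 for oxidoreductase and -0.074 for fatty acid genes, and -0.134 and -0.01 for target genes in the spleen and heart. Relative to the shift, the first 5 were 0.09, -0.29, 0.19, 0.09, and 0.10, and the target genes of the spleen were at 0.02.

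With sites marked NA assigned, the target medians were -0.010 in the heart, 0.063 in the liver, and -0.018 in the spleen, and the differences from independent genes were -0.039 in the heart (permutation p = 0.0457), 0.013 in the liver, and -0.017 in the spleen.

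Across the 4 fits that each left out one library, Nsun6 ranged from -0.63 to 0.22 in the small intestine, -0.74 to -0.19 in the liver, -0.35 to 0.39 in the spleen, -0.80 to -0.53 in the kidney, and -0.31 to -0.20 in the heart. The spleen lists ranged from 1.01 to 1.63 (erythroid), 0.65 to 1.15 (chromosome segregation), -0.371 to 0.093 (myeloid), -0.25 to 0.54 (immunoglobulin), and 0.12 to 0.26 (plasma cell). Those of the liver ranged from -0.02 to 0.23 (oxidoreductase) and -0.049 to 0.284 (fatty acid). Target medians ranged from -0.22 to 0.15, -0.21 to 0.31, -0.13 to 0.16, -0.30 to 0.32, and -0.023 to 0.174 in the small intestine, liver, spleen, kidney, and heart. Their differences from independent genes ranged from -0.28 to -0.008, -0.22 to 0.19, -0.08 to 0.18, -0.37 to 0.22, and -0.10 to 0.18. Leaving out 1 library leaves the replicate numbers unbalanced between the genotypes, which bears most on the small intestine and the heart, where the numbers differ. The cause of these changes was not tested. With the replicate number as a block, the difference in the small intestine was 0.089 and Nsun6 was at -0.17, both in the direction found without the block.

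What a count of 0 can mean differs between tissues. In simulated counts, edgeR's test recovered 358 of 370 4-fold changes in the liver, 148 of 189 in the spleen, and 2 of 191 in the small intestine. More genes were changed in the liver than in the other tissues. The spread between replicates of the small intestine is the widest of the 5 tissues.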

Differences from the paper's values

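For the small intestine, edgeR's test gave 0 upregulated and 0 downregulated genes (313 and 109 at an unadjusted p under 0.05), against the paper's 27 and 13. Among the alternatives set before the data were examined, DESeq2 came within 1.5 times of both, with 36 and 15, and the others gave 0 in both directions. DESeq2 on all genes, chosen after seeing the values, also gave 36 and 15. In the liver it gave 8 and 0 genes (308 lower at an unadjusted p under 0.05), against the paper's 33 and 20. DESeq2 gave the paper's 33 and 20, as did DESeq2 on all genes, which was chosen after seeing the values. No other alternative came within 1.5 times of either. In the spleen it gave 41 and 1, against the paper's 200 and 8. DESeq2 gave 201 and 8, and DESeq2 on all genes, which was chosen after seeing the values, gave 200 and 8. With no filter on low counts edgeR gave 260 upregulated genes, within 1.5 times of the paper's number, but 53 downregulated genes. The methods of the paper name DESeq2.

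In the heart 0 genes were downregulated (86 lower at an unadjusted p under 0.05), against the paper's 10. With no filter on low counts edgeR gave 12, within 1.5 times. DESeq2 gave 3 and the replicate number as a block 6, which did not close the gap. For the kidney both counts were 0, as in the paper.

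The paper reports 2 genes upregulated and 1 downregulated in both liver and spleen, and 3 overlapping genes in all, where edgeR's test gave 0, 0, and 0. DESeq2, and DESeq2 on all genes, which was chosen after seeing the values, gave 2, 1, and 3, and the genes were Isg15, E2f8, and Gm47283, as in the paper. With no filter on low counts the numbers were 3, 1, and 5, which include these 3 genes. The other alternatives gave 0.

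The paper names immunoglobulin production among the downregulated genes of the KO spleen. The hand-written immunoglobulin list, which is not the ontology term the paper used, had a median log2 fold change of 0.25, with 150 of 220 genes higher in KO, and Igkv7-33 was its 1 gene past the threshold over all genes tested. Without KO replicate 2 the median was -0.25. The paper also names fatty acid metabolism among the downregulated genes of the KO liver, where the hand-written list had a median of 0.09 with 44 of 69 genes higher, and -0.05 without WT replicate 1. It names myeloid cell homeostasis among the upregulated genes of the spleen, where the myeloid list had a median of -0.29, and 0.09 without WT replicate 2. Erythroid genes formed a list of their own, with a median of 1.30. The paper tested ontology terms for enrichment among its DEGs, whereas these are medians over hand-written lists. The measures differ, so these medians do not test the paper's terms.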

Other observations

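The tests of a male animal, of the Gm47283 region, of the spread in the spleen against other tissues, of the heart batch, of the block in the small intestine, of the glucocorticoid genes, and of the atrial genes were chosen only after the results had been seen. How to read the gene length test in the heart, the clock test between replicate numbers, the test of the sex-dependent programme, and that of the block in the small intestine was revised after their values had been seen.

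The erythroid genes of the KO spleen were weighed against 4 explanations. Blood left in the sample would bring globins without precursor genes, but precursor genes rose with a median log2 fold change of 1.30 over 19 genes (limma fry adjusted p = 0.935), against 0.94 for 5 globin genes. Gene length or expression level is argued against, because the highest median of 10000 random lists matched on both was 0.16, and 0 of them reached the value of the erythroid list. Fewer lymphocytes alone would raise myeloid genes as well, whose median was -0.29. The myeloid list moved to 0.09 without WT replicate 2, still far below the erythroid one. The B cell list had a median of -0.17 and the T cell list one of 0.12. A larger share of nucleated erythroid cells stays open, with chromosome segregation genes higher by 0.87 (limma fry adjusted p = 0.935 over all lists and tissues). These genes and the erythroid list share a common expression in dividing precursors, so this may be one signal. Whether it comes from the knockout or from the state of single animals cannot be settled with 2 animals in each group.

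The tissues differ in their number of DEGs, with the most in the spleen at an adjusted p under 0.1. At an adjusted p under 0.05 the liver had 7 upregulated DEGs and the spleen 0. A smaller spread between its replicates, as against the liver, is argued against by its coefficient of variation of 0.31, which is larger than the 0.238 of the liver. The heart, at 0.322, has a like value, but its libraries split by replicate number, which the test does not take into account. With the replicate number as a block, the coefficient was 0.216 in the heart and 0.317 in the spleen. The heart then had 0 upregulated and 6 downregulated DEGs, against 42 and 1 in the spleen. For the heart this argues against a smaller spread in the spleen, although the block fit was not tested on simulated counts. The small intestine and the kidney had a wider spread, at 0.602 and 0.457, so that for them no value decides. A shared spread does not decide either, because one spread shared by all tissues left 0 upregulated DEGs in the spleen and in every other tissue.

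In the liver, A1bg, Sult3a2, and Sult3a1, which are higher in females than in males, were the top DEGs. Whether the whole sex-dependent programme shifted stays open. The other female-biased genes had a median log2 fold change of 0.17 (20 higher, 13 lower, limma fry adjusted p = 0.97) and the male-biased genes one of 0.22 (14 higher, 7 lower), so both lists went both ways. Adjusted over the list alone, 7 female-biased and 0 male-biased genes had a p under 0.1, against 0 and 0 adjusted over all genes tested. None of the 8 DEGs of the liver, which include Cyp3a41a and Cux2, is in either list. Both counts of 0 over all genes tested were therefore fixed by the choice of the lists. A male animal is argued against, because the highest count of a Y-linked gene in a liver library was 0 and the lowest count of Xist was 31281. For time of day at collection, clock genes of opposed phases differed by -1.11 on the log2 scale between KO and WT in the liver (exact permutation p = 0.143). With 6 genes against 2 this does not decide, and the time of collection and the genotype cannot be told apart here. The circadian list as a whole had a median of -0.28 in the liver.

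In the heart, airway secretory genes were lower in KO. The airway and lung list had a median log2 fold change of -0.85 over 11 genes, with 10 lower (limma camera adjusted p = 3.76e-06, limma fry adjusted p = 0.935, which does not pass). Alveolar genes were lower too, with a median of -0.47 and 4 of 5 lower, and Scgb1a1 had 443 and 1681 counts in WT and 86 and 908 in KO. In CPM without TMM normalization, these counts were 24.7 and 46.6 in WT and 5.41 and 21.7 in KO. On the same scale the lung gene Sftpc had 7.24 and 6.98 in WT and 1.38 and 6.61 in KO, so that KO replicate 2 lay near the WT level. Lung or airway tissue in the WT heart samples is a candidate explanation. A sequencing batch of replicate 2 is argued against, because the list differed between the replicate numbers by 0.35 (limma camera adjusted p = 0.902), and the median log2 CPM of the list was 1.68 and 2.22 in WT replicates 1 and 2 against 1.02 and 0.47 in KO.

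Atrial genes were also lower in the KO heart, with a median log2 fold change of -1.83 over 7 genes (limma fry adjusted p = 0.97), and Myl7 had 3095 and 14970 counts in WT and 55 and 4848 in KO. A different part of the heart may have been sampled, but the list also differed by 1.34 between replicate numbers, and the explanations cannot be told apart. This bears on Myl4, the target gene with the largest fall in the heart. The B cell list was lower by -2.03 (limma fry adjusted p = 0.97) and the T cell list by -2.18 (limma fry adjusted p = 0.936) in the KO heart. Both falls rest on the WT replicate 2 library. The median log2 CPM of the B cell list was 0.04 and 2.21 in WT replicates 1 and 2 and 0.42 and 0.37 in KO, so that WT replicate 1 lay below both KO libraries, and that of the T cell list was 0.12 and 1.55 in WT and -0.07 and -0.19 in KO.

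The heart libraries split by replicate number, with 818 genes different between the numbers at an adjusted p under 0.1. The depth of the libraries is argued against, since the median expression of these genes was at the 45.5th percentile of the genes tested. The difference between the numbers followed gene length across genes, with Spearman's rho of 0.325 in the heart, against -0.127 to 0.022 in the other tissues, and genes are not independent replicates. Gene length, as from RNA quality or library preparation, may thus be part of the split. The adipose list was higher in heart replicate 2 by a median log2 ratio of 4.99, which has no test of its cause. For the few DEGs in the heart, same-numbered libraries deviated together with r = 0.365, and the block gave 6 DEGs in place of 0. Both heart libraries of replicate 2, and no other library, carry the addition "pre" in their column labels, which the text of the paper does not explain. A batch and single animals cannot be told apart with 2 numbers. In the small intestine, the block gave 0 upregulated DEGs, which does not decide whether a difference between replicate numbers is the reason for the lack of DEGs there, since that fit was not tested on simulated counts.

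Glucocorticoid response genes were higher in replicate 2 than in replicate 1 in 10 of 10 pairs of libraries, with median log2 ratios from 0.60 to 0.92 over the 5 tissues. A state shared by the animals numbered 2 may be the reason, but whether tissues came from the same animals is not stated, so this cannot be told apart from a difference in handling of the samples. Time of day is not settled, since clock phases moved apart above 0 in 1 of 5 tissues and no exact permutation p was under 0.05.

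Of the 3 genes shared by liver and spleen, Gm47283 varies most between replicates. Its difference between replicates was at the 94.4th percentile (median over 10 pairs) of 500 genes of like expression, but above the median gene in only 7 pairs (exact sign test p = 0.344). Of the pseudoautosomal list, which holds this gene, all 4 genes tested were lower in KO in the small intestine, liver, spleen, and kidney. In the heart 3 were lower and 1 was higher. The limma fry adjusted p was 0.936 or more in every tissue. Variation between animals in this region cannot be told apart from an effect of the knockout. Igkv7-33 had at most 2 counts in a library of another tissue, so that a germline variant of the light chain locus cannot be told apart from a change in the B cells of the spleen.

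In the kidney, the immunoglobulin list was higher in KO with a median log2 fold change of 1.64 over 21 genes (limma fry adjusted p = 0.936). The plasma cell list had a median of 0.19 (limma fry adjusted p = 0.936), which does not decide on more plasma cells. Igkc had 115 and 334 counts in WT and 698 and 823 in KO, Igha 39 and 85 against 286 and 889, and Jchain 106 and 165 against 294 and 472. Ighm went the other way, with 280 and 350 counts in WT and 234 and 276 in KO.

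Genes near Nsun6 did not change more often than others. Within 1000000 bp on each side, 1 of 48 tests had an unadjusted p under 0.05, or 2.08%, against 2.73% of the others (Fisher's exact test, p = 1). So few tests cannot exclude a local effect.

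For the gene with a change shared by the tissues, 34 of 100 groupings of the libraries within tissues, the real one included, gave at least 1 such gene, and the highest count was 18. This concerns the number of genes and not Gm48207 itself, and groupings that follow the replicate number take up the splits described above. A transcript or variant carried with the KO allele was not tested.

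Over 150 tests of lists in tissues, 40 had an adjusted p under 0.05 from limma's camera, and none from fry, where the smallest adjusted p was 0.935. For a simulated changed set, fry's unadjusted p was 4.16e-05 in the liver. It was 0.00323 in the small intestine, 0.00147 in the spleen, 0.00687 in the kidney, and 0.0014 in the heart. Outside the liver, a lone set with such a p could not pass over 150 tests, so the lack of calls from fry does not decide there. An unadjusted p under 0.05 from fry was found in 5 tests, 4 of them among the 40, which include the adipose list in the spleen (median log2 fold change 1.23) and the plasma cell list in the liver (0.41). For the lists not named so far, medians in the small intestine, liver, spleen, kidney, and heart were 0.04, -0.07, -0.02, -0.15, and -0.03 (m5C machinery), -0.22, -0.27, -0.16, 0.33, and -0.33 (immediate early), -0.74, -0.53, -1.02, -0.34, and -0.10 (pseudoautosomal, which holds Gm47283), -0.41, 0.02, -0.46, -0.41, and 0.07 (substrain), -0.02, -0.84, 0.11, -0.29, and -0.42 (pancreas), and 0.89, 0.71, 0.08, 0.03, and 0.02 (skeletal muscle).

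The paper names Igfbp6, Afg3l1, and Csf1r for the heart, from RT-qPCR. In the RNA-seq libraries of the heart, Igfbp6 had a log2 fold change of -0.61 (standard error 0.28, adjusted p = 1 from edgeR's test), Afg3l1 one of 0.06, and Csf1r one of 0.16. Vwa8 changed by 0.16 in the heart (standard error 0.24), 0.11 in the kidney, 0.01 in the small intestine, -0.12 in the liver, and -0.19 in the spleen. In the liver its value ran from -0.51 to 0.40 when 1 library was left out. The largest changes of Furin and Nectin2 were 0.64 and 0.45, both in the kidney, with ranges from -0.08 to 2.24 and from 0.35 to 0.60 when 1 library was left out, and no adjusted p was under 0.1. Igfbp6 fell by 2.93 in the kidney (standard error 0.68, adjusted p = 1 from edgeR's test), from 4.35 and 9.02 CPM in WT to 1.18 and 0.558 in KO.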
